A study of Solanum lycopersicum with 16 samples. Its data were reported in "De novo Transcriptome Sequencing and Development of Abscission Zone-Specific Microarray as a New Molecular Tool for Analysis of Tomato Organ Abscission" (2016).

How the data were processed

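Transcript levels were measured in leaf abscission zone (LAZ) tissue of tomato cv. VF36 on a custom 1-colour Agilent array that carried probes in sense and antisense orientation. Per the labels, 3 biological replicates were taken at each of 5 time points, 0, 24, 48, 72 and 96 h, and a further array was a technical repeat of a 0 h sample. Its label names the repeated sample by a short code, which was read as 0 h replicate 3. Per the labels, the 0 h tissue came from leaves that were not debladed, and the other samples were debladed and exposed to ethylene for 24 h. The protocol text of the labels also lists a different, shorter set of sampling times. The times used here were those in the sample titles and source names, which the study's methods also give for leaf petioles.

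Total RNA was reverse transcribed from an oligo-dT primer with a T7 promoter and copied into Cy3-labelled cRNA, which is complementary to the mRNA. A probe in sense orientation therefore binds the labelled copy of an mRNA. The deposited scanner files gave the intensity of each spot on a linear scale, as read by the authors with Agilent Feature Extraction 10.7.3.1. The processed intensity in these deposited files had been detrended over the array and was not normalized between arrays. The files also gave the raw mean intensity of each spot, the median intensity of its local background, and flags for spots well above background, positive and significant, saturated or outlying. The series table deposited by the authors held log2 values in which the 75th percentile of every array was 0. It was used as an alternative to the scanner files. All of its columns matched a sample, and 0 columns with values were left out.

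Each array had 176026 spots for 96152 distinct probes, and 4854 control spots. Control spots were left out of the tests, and so were outlying spots, which numbered 12 to 75 per array. The log2 processed signals of the spots of a probe were averaged, and the 75th percentile of all distinct probes on the array was subtracted. No pseudocount was needed because the processed signal was positive. The technical repeat was averaged with 0 h replicate 3 before any test, except in the fits with slide as a block, which left it out. A probe counted as well above background on an array when all its usable spots were. As 63.6% of probes were well above background on at least 1 in 2 arrays, the percentile over all probes was kept as the main scaling. A probe was tested when it was well above background on every array of at least 1 time group, which left 37913 sense and 25571 antisense probes. Of the tested and untested probes, 26 lacked a value on an array because every spot was an outlier.

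Differences were tested with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, and the files were read with the package data.table in version 1.17.8. All 5 time points entered 1 model with 10 residual degrees of freedom per probe, and no covariate was used because the study's methods state no analysis of the arrays. Tests were 2-sided, and p-values were adjusted by the Benjamini-Hochberg method over all probes of both orientations within a comparison. The threshold was an adjusted p of 0.05. An F test over the 4 comparisons with 0 h gave the probes that changed over the time course. Differences are log2 values of the later less the earlier time point. With 3 samples per group, the number of arrays limits the precision.

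A probe that was not well above background on any array of a group has only a bound there. Such bounds set the mean of the measured group against the mean, in the other group, of the higher of the probe's own signal and the lowest signal of any probe well above background on the same array, all as normalized log2 values per replicate.

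The comparisons, the alternatives and the rule for naming genes were fixed before the data were examined, except where stated. The named genes were, first, the reference gene ACTIN, the 9 genes that the study measured by qPCR, and the abscission-related polygalacturonases TAPG1, TAPG2, TAPG4 and TAPG5 and cellulases Cel1, Cel2, Cel5 and Cel6, where the array names them. Second came the 3 highest and the 3 lowest changes at 96 h among those of the study's other listed genes that were past the threshold. Last came annotated sense probes marked as specific, past the threshold, well above background on every array of both groups, and with groups that did not overlap. Of these the 5 highest and 5 lowest were named for 96 h against 0 h, and the 3 highest and 3 lowest for 24 h against 0 h and for each step between neighbouring times. Where a gene had several sense probes, the specific one with the highest mean signal was used.

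The study's lists held 199 genes under genome identifiers that the array's annotation does not carry. Matching by name, by sequence identifier or by the symbols of a RefSeq gene table (assembly SLM_r2.1, used only for names) found 17 of them, and 15 were tested. None of the 9 qPCR genes, TAPG5 or Cel6 was among the matched genes. The listed cellulases were the only listed set with at least 5 tested members. Gene families were therefore also formed from words in the array's descriptions, which were chosen after reading the annotation and before any expression value was compared. Sets and families were tested with camera at a preset correlation between genes of 0.01, and again with fry and with an estimated correlation. Camera sets the changes of a set against those of all other tested probes of both orientations. Sets with fewer than 5 tested members were left out. No genome was used, and no coordinates are given.

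Slide and scan day were read from the file headers and numbered. The alternatives were quantile normalization, the 75th percentile over probes well above background on all arrays, normexp background correction (offset 50) of the raw intensities, other filters on dim probes, outlying spots kept, the series table's values, the technical repeat left out, slide as a fixed or random block, scan day as a block, the replicate number as a block, array weights, a threshold of 0.01, only the compared groups in the model, and each biological replicate left out in turn. Scaling to the spike-in controls, array brightness as a covariate, the camera test with an estimated correlation, the families and the comparison of 96 h with 24 h were added after the data had been seen. Brightness was the log2 of an array's 75th percentile.

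The procedure was tested on simulated data for 96 h against 0 h, built from 63458 probes of which 200 were changed by known amounts. It recovered 131 of the 200 (65.5%), and 84% of those changed at least 4-fold, all in the right direction. It called 6 unchanged probes, and 1 probe in the simulated comparison of 24 h with 0 h. The simulated noise was independent between probes and arrays, without effects of slide or brightness. The changes were added after scaling and to few probes. The simulation therefore does not test the scaling, or the rate of false calls where arrays share such effects.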

Results

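The arrays measured transcripts in the LAZ, the thin layer at the base of the petiole where cells separate when a leaf is shed. Removing the leaf blade takes away the source of auxin, and ethylene then speeds the shedding of the petiole. The time course covers the period over which debladed petioles abscise, and the comparisons ask which transcripts change along it. The 0 h samples were neither debladed nor exposed to ethylene. A difference from 0 h therefore holds the effects of deblading, ethylene and time together.

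The 15 samples, 3 at each of 5 time points, and the 1 technical repeat gave 16 arrays. Of the 96152 distinct probes, 50779 were in sense and 45373 in antisense orientation. The share of spots well above background ranged from 56.8% to 79.5% between arrays. The 75th percentile of the probe signal ranged from 79.6 in 72 h replicate 3 to 328 in 0 h replicate 1. The median signal of the negative control spots was 1.39 to 2.07, and 0.167% to 1.5% of these spots were well above background. No spot was saturated on any array. Without the technical repeat, the arrays at 0 h had a 75th percentile of 296 ± 32.8 (SD, n = 3) against 155 ± 50.5 at 24 h, 123 ± 56.9 at 48 h, 165 ± 78.7 at 72 h and 128 ± 36.8 at 96 h. The technical repeat was dimmer, at 193, than the other array of its sample, at 299.

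Sense probes were well above background more often than antisense probes at each time point. The share of sense probes detected was 76.7% ± 5.04 (SD, n = 3) at 0 h, 74.4% ± 1.24 at 24 h, 67.4% ± 3.85 at 48 h, 71.3% ± 6.17 at 72 h and 68.1% ± 0.389 at 96 h. The corresponding shares of antisense probes were 59.8% ± 9.08, 58.5% ± 1.51, 44.7% ± 4.91, 51.7% ± 9.27 and 45.9% ± 2.10. None of the 4 differences in the sense share from 0 h was established. Their 2-sided exact permutation p-values were 0.7 at 24 h, 0.1 at 48 h, 0.4 at 72 h and 0.1 at 96 h, and 0.1 is the smallest value that 3 samples against 3 can give.

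The technical repeat differed from the other array of its sample by an SD of 0.445 log2 units over the tested probes (Pearson r across probes 0.990). The 15 pairs of biological replicates differed by 0.755 on average, with a range of 0.37 to 1.09. The 3 biological pairs at 0 h lay between 0.542 and 0.713. The first principal component of the sense probes took 42.2% of the variance, the second 19.2% and the third 10.0%.

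**Figure D1:**
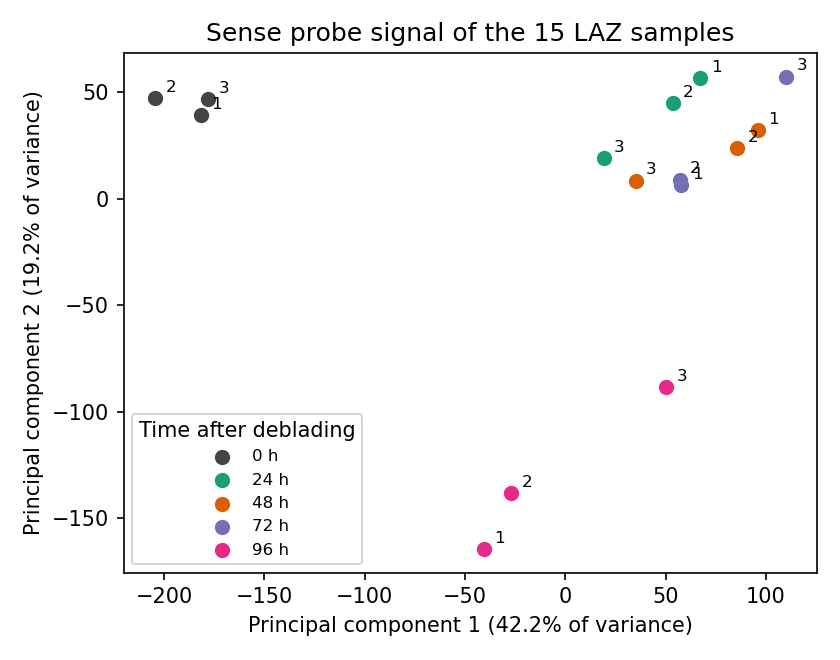
Scores of the 15 LAZ samples on principal component 1 (x axis, 42.2% of variance) and principal component 2 (y axis, 19.2% of variance) of the normalized log2 signal of tested sense probes; each point is a sample, coloured by time point and numbered by replicate. The 0 h samples lie apart from the later ones on component 1, and the 96 h samples lie apart on component 2.

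Of the 37913 sense probes tested, 9690 (25.6%) differed between 24 h and 0 h at an adjusted p under 0.05 (limma), 4821 being higher and 4869 lower at 24 h. At 48 h 10600 probes (28.0%) differed from 0 h, of which 4650 were higher and 5950 lower. At 72 h the count was 9353 (24.7%), with 4481 higher and 4872 lower. At 96 h it was 8308 (21.9%), with 4001 higher and 4307 lower. A change of at least 2-fold was found for 7251, 8093, 7396 and 6636 of these probes, in the order of time. The median log2 difference of all tested probes from 0 h was 0.24 at 24 h, 0.16 at 48 h, 0.17 at 72 h and 0.05 at 96 h, and the directions given here are those of the normalized values relative to this shift. Over the whole time course 12936 sense probes (34.1%) changed by the F test.

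The alternative that moved these counts most was slide as a fixed block. Of the 5 slides, slide 1 held 2 arrays of 0 h, slide 2 the 24 h arrays and 1 of 48 h, and slide 3 held 2 arrays each of 48 h and 72 h. Slide 4 held the technical repeat and 2 arrays of 96 h, and slide 5 held 1 array each of 0 h, 72 h and 96 h, so that few comparisons lay within a slide. The fits with slide as a block left the technical repeat out, which by itself gave 9990, 10805, 9577 and 8574 probes at the 4 times. With the block, 71 sense probes differed from 0 h at 24 h, 227 at 48 h, 984 at 72 h and 675 at 96 h. Of the 71 probes at 24 h, 70 were among those called without the block and had the same sign, and so were 665 of the 675 at 96 h. Slide 5 was the only slide scanned on another day. With scan day as a block the counts were 7786, 8653, 8902 and 7896. Without 24 h replicate 1 the count at 24 h was 5830, and without 24 h replicate 2 it was 5919. The count at 48 h was 7030 without 48 h replicate 2.

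**Figure D2:**
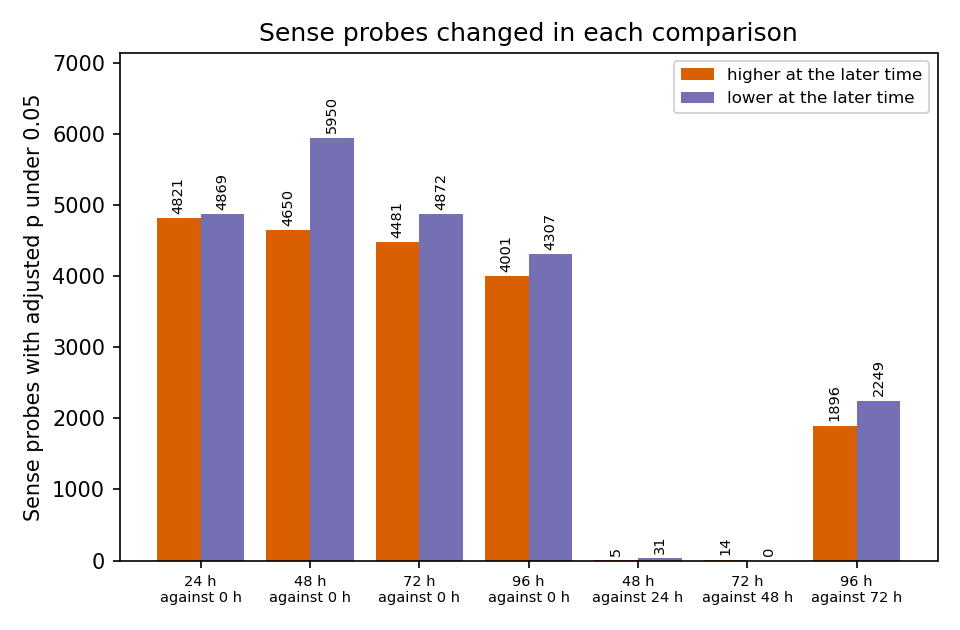
Number of sense probes with an adjusted p under 0.05 (y axis) in each comparison (x axis), split into probes higher and lower at the later time point. The 4 comparisons with 0 h give between 8308 and 10600 probes in all, 48 h against 24 h gives 36, 72 h against 48 h gives 14, and 96 h against 72 h gives 4145.

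The steps between neighbouring times were unequal. Between 24 h and 48 h 36 sense probes differed, 5 higher and 31 lower at 48 h, and 3865 had an unadjusted p under 0.05. Between 48 h and 72 h 14 differed. All 14 were higher at 72 h, and 2395 probes had an unadjusted p under 0.05, 804 of them lower at 72 h. Between 72 h and 96 h 4145 probes (10.9%) differed, with 1896 higher and 2249 lower at 96 h and 3425 changed at least 2-fold. With slide as a block no probe passed the limma threshold in the first of these steps (2387 at an unadjusted p under 0.05) or in the second (2124), and 119 passed in the last. With scan day as a block 1 probe passed between 24 h and 48 h, 0 between 48 h and 72 h (2148 at an unadjusted p under 0.05) and 3694 between 72 h and 96 h. Other settings gave far more probes in the first and second steps, so small counts do not show that few transcripts changed. Array weights gave 4173 in the first, 9565 in the second and 15450 in the last. With the labels of 48 h and 72 h replicates 3 exchanged, which parts dim from bright arrays, the second gave 2494. The small counts of the first and second steps also rested on single samples. The first moved by over 1.5 times when each of 12 of the 15 samples was left out, and the second when each of 10 was. No probe passed between 24 h and 48 h without 24 h replicate 1 (2813 at an unadjusted p under 0.05) or without 48 h replicate 2 (2789), and 329 passed without 96 h replicate 3. Between 48 h and 72 h none passed without 48 h replicate 2 (1940 at an unadjusted p under 0.05), without 72 h replicate 1 (1616) or without 72 h replicate 2 (1650). The count between 72 h and 96 h was 2018 without 96 h replicate 2, 2132 without 96 h replicate 1, 2367 without 72 h replicate 2 and 2395 without 72 h replicate 1.

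Probes changed at 1 or more of the 4 later times numbered 16425. Of these, 1775 were higher and 1937 lower at all 4 times. At both 24 h and 96 h 2075 probes were higher and 2325 lower, while 100 had changed in opposite directions. Across the sense probes, which are not independent replicates, the changes at 24 h and 96 h correlated with a Pearson r of 0.705. Both comparisons share the 0 h arrays, and simulated unchanged groups set against the same arrays gave a mean r of 0.465 with a range of -0.65 to 0.915 over 100 draws. The value of 0.705 lay inside that range. Among the other pairs of comparisons with 0 h, r was 0.899 for 24 h and 48 h, 0.937 for 48 h and 72 h and 0.735 for 72 h and 96 h.

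The polygalacturonases and cellulases of abscission zones are enzymes that break down cell wall polymers. TAPG1 rose by 12.63 log2 units at 24 h, 12.11 at 48 h, 13.65 at 72 h and 9.68 at 96 h against 0 h (SE 0.693, highest adjusted p 8.17e-07). Its probe was well above background on 2 of the 4 arrays of 0 h. TAPG2 rose by 11.16, 10.55, 12.29 and 7.96 at the same times (SE 0.751, highest adjusted p 1.02e-05), also with 2 of the 4 arrays of 0 h above background. TAPG4 rose by 11.01, 9.28, 10.40 and 6.91 (SE 0.507, highest adjusted p 1.04e-06). Cel5 rose by 9.64, 8.89, 9.43 and 7.41 (SE 0.383, highest adjusted p 5.05e-08). The design marks the probes of these 4 genes as able to bind other transcripts, so that their values are uncertain as to the gene. Cel2, with a specific probe, rose by 4.70, 4.30, 3.91 and 3.2 (SE 0.247, highest adjusted p 1.91e-06). Cel1 went the other way, with changes of -3.77 at 48 h, -4.35 at 72 h and -3.46 at 96 h (SE 0.827, adjusted p 0.00534, 0.00218 and 0.0102), whereas the change of -1.61 at 24 h was not past the threshold (adjusted p 0.162). With slide as a block, the changes of TAPG1, TAPG2 and Cel2 at 24 h and those of Cel1 at the 3 later times were no longer past the threshold, and with brightness as a covariate the same held for Cel1 at 48 h and 96 h. All kept their sign.

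**Figure D3:**
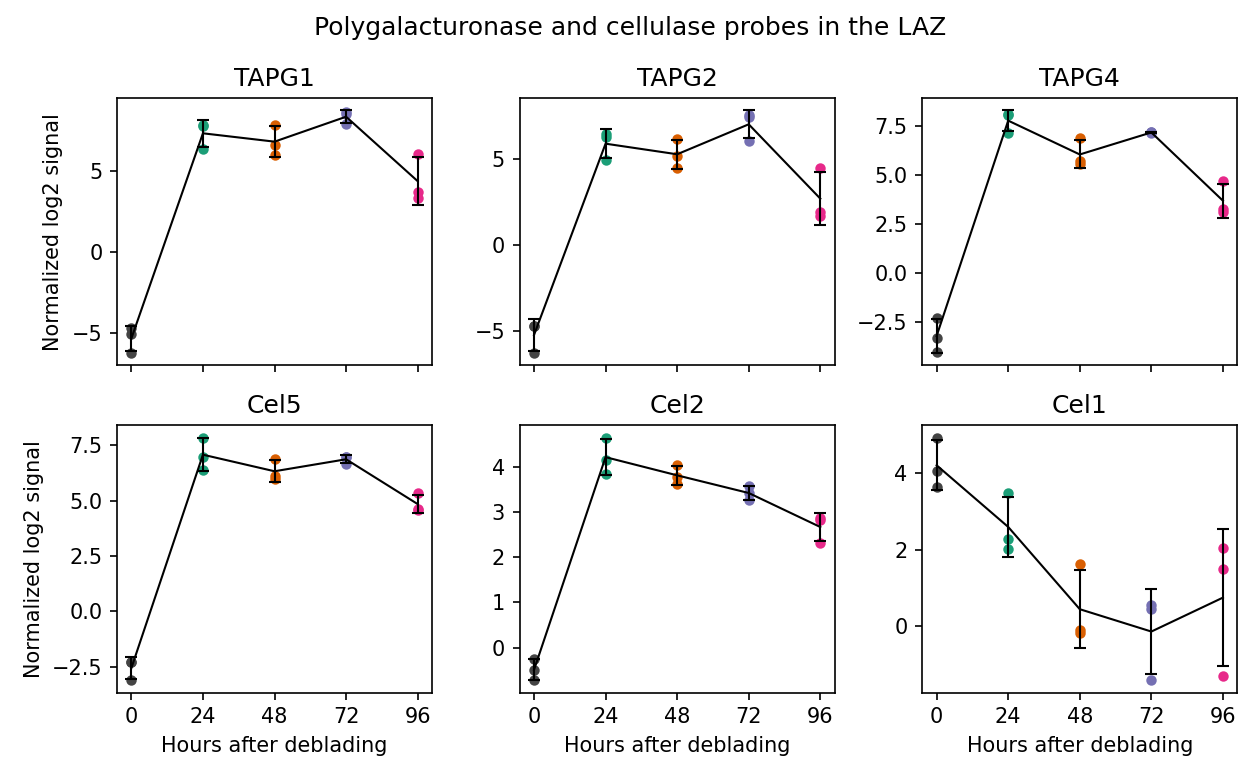
Normalized log2 signal (y axis; the 75th percentile of each array is 0) of 6 polygalacturonase and cellulase probes against hours after deblading (x axis); points are the 3 samples of each time point, and lines join the means with bars of 1 SD, and each panel has its own y range. All but Cel1 are higher than at 0 h at each later time; TAPG1 and TAPG2 were above background on 2 of the 4 arrays of 0 h.

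ACTIN, the reference gene of the study's qPCR, did not pass the threshold at any time, with changes of -0.16, 0.04, -0.28 and -0.46 (SE 0.286, adjusted p 0.69, 0.936, 0.516 and 0.299); it was above background on 2 of the 3 arrays of 72 h and on all others. Its sign varied with the scaling, and its 2 sense probes had opposite signs at 96 h (-0.46 and 0.39). A second, dim actin probe set was higher by 1.51 at 24 h (SE 0.439, adjusted p 0.025). It was above background on 1 of the 4 arrays of 0 h and on none of the 3 arrays of 48 h or 96 h. Its call at 24 h was lost with slide as a block, in the series table's values, under spike-in scaling and with brightness as a covariate. It was also lost when each of 4 of the 15 samples was left out. The sign of this probe set at 48 h and 96 h was reversed under normexp correction.

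Among the other listed genes past the threshold at 96 h, SlPIN3, an auxin efflux facilitator, changed by 2.17, 2.24, 2.68 and 1.67 (SE 0.523, adjusted p 0.0101, 0.00776, 0.00259 and 0.0397). The expansin EXPA4 changed by -2.85, -3.20, -2.74 and -4.40 (SE 0.752, adjusted p 0.0159, 0.00794, 0.0197 and 0.00119). The xyloglucan endotransglucosylase-hydrolase SlXTH7 changed by -2.49, -2.60, -2.94 and -2.26 (SE 0.473, highest adjusted p 0.00458). SlXTH9 did not differ at 24 h (0.01, adjusted p 0.991) and changed by -0.997, -1.03 and -1.34 afterwards (SE 0.32, adjusted p 0.0374, 0.0353 and 0.0104). When slide was a block, EXPA4 passed only at 96 h and the other 3 genes at no time. With brightness as a covariate, EXPA4 passed only at 96 h and SlXTH9 at no time, and under spike-in scaling SlXTH9 did not pass at 48 h or 72 h. The 96 h call of SlPIN3 was also lost under quantile normalization, where its 24 h call was lost too, and under spike-in scaling, and when each of 7 of the 15 samples was left out. Its change was 1.26 without 96 h replicate 1. The calls of EXPA4 at 24 h and 72 h were lost without 0 h replicate 1, where the changes were -1.91 and -1.79, and also without 24 h replicate 1 (-2.47) or 24 h replicate 2 (-2.80) at 24 h and without 72 h replicate 3 (-2.19) at 72 h. Those of SlXTH9 at 48 h, 72 h and 96 h were lost without 0 h replicate 3, where they were -0.80, -0.84 and -1.14, and at 48 h and 72 h without some other samples.

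Of the 14 tested list genes other than ACTIN, 10, 11, 11 and 10 were past the threshold at 24, 48, 72 and 96 h when adjusted over all probes, and 10, 11, 11 and 11 when adjusted over the list alone. The study drew its lists up from RNA-Seq of pooled flower and leaf abscission zones. Cel3 (0.07), Cel7 (0.18, with a probe that is not specific) and Cel8 (-0.62) did not pass at 96 h. GOBLET (-1.76, adjusted p 0.491) did not pass either and was above background on none of the 3 arrays of 96 h. The 6 listed cellulases, as a set, were higher at 24 h (median log2 difference 1.56, camera adjusted p 0.00406), 48 h (0.66, 0.0299) and 72 h (0.60, 0.0299), in 3 of 3 samples each, but not at 96 h (0.12, 0.164). Of its members, 4 were higher and 0 lower past the limma threshold at 24 h, 3 higher and 1 lower at 48 h and at 72 h, and 2 higher and 1 lower at 96 h. The mean was above the median at each time, at 2.702, 1.80, 1.68 and 1.12. With fry all 4 times passed, and with the correlation between genes estimated none did (adjusted p 0.0869 to 0.277). Over 7 other settings (scalings, the series table's values, slide as a block and brightness as a covariate) the median at 96 h lay between -0.43 and 0.35 and so changed sign. Without 48 h replicate 3 or without 96 h replicate 3, 1 of the 3 calls was left.

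Among annotated, specific sense probes measured on every array, 4429 met the rule for naming at 96 h against 0 h. The 5 that rose most were a peroxidase (contig11844, 10.56, SE 0.421, adjusted p 6.29e-09), a GDSL esterase/lipase (contig24178, 9.76), a family 28 glycoside hydrolase of the polygalacturonase family (contig14623, 9.27), a hydroxycinnamoyltransferase-like protein (contig6198, 8.95) and an unknown protein (contig16805, 8.86). The adjusted p of these 5 was at most 2.12e-08. The 5 that fell most were a pectinesterase (contig22224, -7.85, SE 0.826, adjusted p 2.63e-05), a cytochrome P450 (contig17910, -7.73), a late embryogenesis abundant protein (contig25570, -6.90), an anthocyanidin synthase (contig23999, -6.90) and an unknown protein (contig23230, -6.32, SE 0.923). The highest adjusted p among them was 0.000372. All 10 kept their sign with slide as a block, and contig25570 and contig23230 were then no longer past the threshold.

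Under the same rule for naming, the largest rises at 24 h against 0 h were those of contig24178 (11.79, SE 0.458), an endoglucanase 1 (contig31060, 10.01, SE 0.39) and a fatty acyl-CoA reductase (contig20654, 9.48, SE 0.238), with adjusted p-values of at most 6.55e-09. The largest falls were those of contig23230 (-7.92), a homeobox leucine zipper protein (contig17064, -7.50) and contig17910 (-7.23), with adjusted p-values of at most 7.36e-05; these 3 were not past the threshold with slide as a block. Between 72 h and 96 h contig16805 (8.83), a non-specific lipid-transfer protein (contig26227, 7.80) and an unknown protein (contig9553, 7.40) rose most, with adjusted p-values of at most 3.86e-07. Peroxidase 57 (contig12018, -6.44), a MYB transcription factor (contig24707, -6.34) and a proteinase inhibitor II (contig21442, -6.27, SE 1.156, adjusted p 0.00497) fell most, and contig24707 and contig21442 were not past the threshold with slide as a block.

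The steps before 72 h gave fewer such genes. Between 24 h and 48 h 18 probes met the rule for naming. A growth regulating factor 1 (contig18737, 3.68), Peroxidase 5 (contig21561, 2.31) and an unknown protein (contig26426, 1.76) rose most, and a cDNA clone from root (-3.22), a calmodulin-like protein (contig15509, -3.00) and a UDP-glucosyltransferase (contig10418, -2.86) fell most, with adjusted p-values of 0.0305 to 0.0372. Only 3 probes met the rule between 48 h and 72 h, and all rose. They were a non-specific lipid-transfer protein (contig8109, 2.79), a Cys2/His2 zinc-finger transcription factor (contig5850, 2.02) and a MADS-box transcription factor (contig3578, 1.78), with adjusted p-values of 0.0187 to 0.0462. None of these 9 calls held with slide as a block, and each was lost without some single sample. Without 48 h replicate 2 all 9 were lost.

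Some transcripts were above background in only 1 of the compared groups, which gives a bound. At 96 h against 0 h, 105 annotated probes past the threshold were measured only at 96 h, with a median bound of at least 12.8-fold. The highest was a cytochrome P450 (contig5891, at least 951-fold higher, on all 3 arrays of 96 h). Measured only at 0 h were 387, of which 384 had a bound, with a median of at least 3.13-fold. The highest of these was a gibberellin 2-beta-dioxygenase 7 (contig18619, at least 678-fold lower at 96 h). At 24 h against 0 h there were 111 measured only at 24 h (median bound 6.45-fold), led by a non-specific lipid-transfer protein (contig17484, at least 601-fold higher), and 133 measured only at 0 h. The 0 h arrays were the brightest, with a mean 75th percentile of 296 against 155 at 24 h and 128 at 96 h. Dim transcripts are more readily above background on brighter arrays. The numbers measured only at 0 h and only later therefore cannot be compared.

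Gene families formed from the array's descriptions gave 72 tests, 18 families at 4 times. Of these, 46 were past the threshold with camera. Relative to the other tested probes, 11 were higher and 35 lower against 0 h. Regrouped samples gave a median of 18 such calls over 100 draws, and at most 40 in a draw other than the real grouping. With fry 58 passed, 40 of them shared with camera, and with an estimated correlation 14 passed, all shared with camera. With brightness as a covariate, 28 of the 46 camera calls were kept and 18 were lost. The median changed sign for 4 of the 46. The 73 peroxidases were higher at each time, with median log2 differences of 1.80, 1.99, 2.27 and 2.20 (highest adjusted p 3.82e-08). The 19 Aux/IAA proteins, which repress auxin responses, were lower, with medians of -3.14, -2.88, -2.46 and -2.61 (highest adjusted p 4.55e-10). The 29 xyloglucan endotransglucosylase/hydrolases were lower, with medians of -1.47, -1.68, -1.71 and -2.00 (highest adjusted p 7.89e-07). Each of these directions was shown by 3 of 3 samples at every time, kept under all 7 of the settings named above, and called with fry and with an estimated correlation. The 23 GH3 proteins, which conjugate auxin, were lower, with medians of -0.80, -0.61, -0.53 and -2.37 (highest adjusted p 0.000943), and so were the 18 auxin efflux carriers, with medians of -0.87, -0.84, -0.92 and -1.37 (highest adjusted p 0.0338). The signs of both families were also kept under the 7 settings. With an estimated correlation GH3 proteins passed at 24 h and 96 h and the efflux carriers at no time.

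The 52 auxin-induced SAUR-like proteins were lower with camera at all 4 times, with medians of -0.73, -0.71, -0.60 and -0.40 (highest adjusted p 0.01). So were the 132 ethylene-responsive transcription factors, with medians of -0.43, -0.34, -0.32 and -0.32 (highest adjusted p 0.0275). Both kept their sign under the 7 settings, but neither passed with fry at 72 h or with an estimated correlation at any time. Some other families depended on the measure or the scaling. The 36 polygalacturonases passed at 96 h (adjusted p 0.0359) with a mean of 1.15 but a median of 0.13, and that median lay between -0.42 and 0.48 over the same 7 settings. The sign of the median also changed over these settings for polygalacturonases at the 3 earlier times, auxin response factors at 24 h and 48 h, protein phosphatases 2C at 24, 48 and 72 h, response regulators at 24 h and 96 h, and 1-aminocyclopropane-1-carboxylate oxidases, expansins and pectinesterases at 96 h. Endoglucanases, pectate lyases, ethylene receptors and LOB domain proteins had no call with camera at any time. With fry, endoglucanases passed at 24, 48 and 72 h. Polygalacturonases, pectate lyases and LOB domain proteins passed with it at all 4 times, whereas ethylene receptors passed at none.

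Of the 25571 antisense probes tested, 3685 (14.4%) differed between 96 h and 0 h, with 2265 higher and 1420 lower at 96 h and 2911 changed at least 2-fold. Over the time course 5917 (23.1%) changed by the F test. Of 18741 transcripts with a specific sense and a specific antisense probe tested, 1322 had both past the threshold at 96 h, 1275 in the same and 47 (3.56%) in opposite directions. Under normexp correction 930 transcripts had opposite directions, and with slide as a block 0 did (limma; 50 at an unadjusted p under 0.05). The number was 24 without 0 h replicate 2, 26 without 0 h replicate 1 and 29 without 0 h replicate 3. When slide was a block, 202 antisense probes differed at 96 h and 95 over the time course, and the latter count was 3841 without 0 h replicate 3.

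The array carried 17312 sense probes for assembled transcripts without an annotation, of which 9806 were tested. At 96 h 1617 of these (16.5%) differed from 0 h, 710 being higher and 907 lower, and 1201 had changed at least 2-fold. The number was 83 with slide as a block.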

Values the study reported

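The study reported that its RNA-Seq of flower and leaf abscission zones gave 40,959 transcripts. It described an array of 180,880 features, of which 4854 were Agilent controls and 176,026 were probes. By its account the number of different probes was 96,152, and 79,874 of the specific ones occupy more than a single spot.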

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

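The comparison of 96 h with 24 h, the spike-in scaling and the tests of array brightness were chosen only after the results had been seen; the tests of slide and of other splits of the samples were chosen beforehand.

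Changes against 0 h differed between the early and the late time point. Between 24 h and 96 h 5701 sense probes (15% of those tested) differed at an adjusted p under 0.05 (limma), 2747 higher and 2954 lower at 96 h, which is a direct test of the difference between both changes. The real grouping of these 6 samples was the only 1 of the 10 splits with a count as large, and the other splits gave at most 6 probes. By their number alone, 10 splits are too few to exclude chance. Slide as the whole source of the count was argued against. Of 1000 probes chosen on 4 of the arrays, 86% had the same sign on other arrays in a sum of differences within slides 2, 3 and 5, against at most 75.1% over 100 draws of unchanged arrays. All 24 h arrays lie on slide 2, so both steps share that slide, but an offset common to the arrays of a slide is removed in the second. The count did not fall with array brightness as a covariate but rose to 13470, which argues against brightness as the whole source. Under spike-in scaling 370 probes were higher and 3761 lower at 96 h. In a fit with slide as a block 7 probes remained past the threshold, since most of the information lies between slides. Without 24 h replicate 1 the count was 2707, without 96 h replicate 1 2974, without 24 h replicate 2 3035 and without 96 h replicate 2 3084. A part of the difference may come from slide or brightness, and time after deblading, the end of the ethylene exposure and explant age were not tested apart.

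Of the sense probes that changed at both times, 100 had opposite directions at 24 h and 96 h, 50 each way. The opposite signs were kept by all 100 under quantile normalization, spike-in scaling and the brightness covariate, by 98 with slide as a block and by 90 under normexp correction. Both changes were still past the threshold for 82 of them under quantile normalization, 43 under normexp correction, 25 with the brightness covariate, 12 under spike-in scaling and 0 with slide as a block (limma, where 675 sense probes at 96 h and 71 at 24 h passed singly). Without 0 h replicate 1 31 probes in all had opposite calls, and without 96 h replicate 3 149 did. Which probes passed thus depended on the scaling, the slide term and the samples included, and a biological difference between the time points stays open.

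The spike-in control spots entered only the spike-in scaling among the comparisons. The 8 spike-in probes used were chosen because most of their spots were well above background on every array. That they lay above the negative controls on every array therefore follows from the choice. The lowest mean level of the 8 spike-in probes on an array was 10.788 on the log2 scale (24 h replicate 1) and the highest was 12.74, whereas the medians of the negative controls lay between 0.47 and 1.05. The spike-in level varied within groups about as much as the 75th percentile did, with SDs of 0.557 and 0.537, and the difference of both had an SD of 0.592, so that scaling by the spike-ins did not narrow the spread. Added amounts were not stated, and the level alone does not show whether pipetting, labelling or scanning made it vary. The array of 48 h replicate 1 was dim, with a gap of -0.721 log2 units between its 75th percentile and the mean of the other 48 h arrays, while its spike-in level was 1.008 above theirs. A lower gain of the whole array would by itself lower both measures. The gap rests on 1 array, however, and the spike-in level varied with an SD of 0.703 within 48 h. A lower gain was therefore not excluded. For 72 h replicate 3 the corresponding gaps were -1.367 in the 75th percentile and -0.287 in the spike-in level, which leaves a lower gain open for part of its dimness. In the other 2 arrays set against their group, both measures moved the same way, with gaps of -0.58 and -0.871 for 96 h replicate 3 and of 0.76 and 1.426 for 24 h replicate 3, as a difference in gain of the whole array would give. No biological explanation of the spike-in levels was tested.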

How the results depend on the processing

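Spike-in scaling, brightness as a covariate and the camera test with an estimated correlation were chosen only after the data had been seen; all other alternatives were fixed beforehand, though for the families and 96 h against 24 h each was applied as an added result.

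Of the recomputed counts and other summary values, 402 lay near the main value (within 1.5 times for counts) and 141 did not. Among values of single genes 1632 kept their side of the threshold, 182 kept the sign and fell short, 1 passed newly and 2 passed with the opposite sign. Values that were not past the threshold could change sign without passing it, as those of ACTIN, the second actin probe set and SlXTH9 at 24 h did. The 70 calls of named genes all kept their sign in the 8 alternatives run for them. They also did so when each of the 15 samples was left out. The latter was fixed in advance, because the compared groups of these calls did not overlap. With slide as a fixed block 33 stayed past the threshold, and under the other scalings, the covariate and the replicate block 61 to 69 did. The 2 reversals were those of the dim second actin probe set under normexp correction, 0.753 at 48 h and 0.859 at 96 h, and Cel1 at 24 h newly passed there (-1.70). Where a cause is not given, the cause was not tested. Quantile normalization and the series table's values moved no count by over 1.5 times.

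With slide as a fixed block and the technical repeat left out, which leaves few comparisons within slides, the counts of sense probes were 71, 227, 984 and 675 at 24, 48, 72 and 96 h against 0 h, 0 for 48 h against 24 h and for 72 h against 48 h (limma; 2387 and 2124 at an unadjusted p under 0.05), 119 for 96 h against 72 h, 7 for 96 h against 24 h and 408 over the time course. Antisense probes numbered 202 at 96 h and 95 over the time course, opposite pairs 0 (50 unadjusted) and unannotated transcripts 83, and the correlation of the 24 h and 96 h changes was 0.513. Higher and lower probes were 63 and 8, 180 and 47, 678 and 306, and 505 and 170 against 0 h, where they had been near even. Unannotated ones were 57 and 26, 96 h against 72 h gave 90 and 29, and 96 h against 24 h gave 6 and 1. As a random block slide gave more calls, with 15701 at 24 h, 10591 for 96 h against 24 h, 437 for 48 h against 24 h, 19773 sense and 12072 antisense probes over the time course and 92 opposite pairs. Scan day as a block gave 1 probe for 48 h against 24 h and 0 for 72 h against 48 h (2148 unadjusted).

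Over all times together, the replicate numbers did not pair the samples. The deviations of 30 same-numbered pairs correlated at -0.552 to 0.501 (mean -0.06), and 7 of them were over 0.1. Between 72 h and 96 h, however, the pairs of replicates 1, 2 and 3 correlated at 0.501, 0.185 and 0.366. Replicate 3 was the dimmest array at 72 h and at 96 h, and the brightest at 24 h and at 48 h. Its deviations correlated at 0.447 between 24 h and 48 h. Between a time with replicate 3 brightest and one with it dimmest, they correlated at -0.552 to -0.353. Array brightness could therefore also give the values between 72 h and 96 h, and a pairing of these groups stays open. With a replicate block 8 probes differed between 24 h and 48 h and 2 between 48 h and 72 h. Between 72 h and 96 h 3080 did, against 4145 without the block, and 96 h against 0 h gave 7180.

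Under normexp correction the counts were 14201 at 96 h (8903 higher and 5298 lower), 13884 for antisense probes (12885 and 999), 4369 for unannotated transcripts (3657 and 712), 2240 for 96 h against 72 h, 2886 for 96 h against 24 h, 80 for 48 h against 24 h, 0 for 72 h against 48 h (1471 unadjusted), 930 opposite pairs, 3478 antisense probes over the time course and 1 gene set. At 48 h 8998 were higher and 6582 lower. The correlation of the 24 h and 96 h changes was 0.772 and the mean spread of biological pairs 0.506. This correction raised the median of all probes at 96 h to 0.44, and of the 8308 probes called at 96 h 6296 were called again with the same sign and 37 with the opposite sign.

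Spike-in scaling, which moved the median of all probes from 0 h to 0.41, -0.14, -0.21 and -0.51 at the later times, gave 3194 (1997 higher, 1197 lower), 4364 (1405, 2959), 4344 (1457, 2887) and 4467 (1053, 3414) sense probes. It gave 1472 antisense probes (360, 1112), 716 unannotated (121, 595), 1419 for 96 h against 72 h (494, 925), 165 for 48 h against 24 h, 7 opposite pairs, 6348 sense and 2653 antisense probes over the time course, and 10 higher and 4 lower for 72 h against 48 h. With brightness as a covariate 13470 probes differed for 96 h against 24 h, 9872 for 96 h against 72 h, 541 for 48 h against 24 h (224, 317), 60 for 72 h against 48 h (36, 24), 6454 antisense (1628, 4826), 2467 unannotated (776, 1691), 169 opposite pairs and 9103 antisense probes over the time course. Against 0 h it gave 4594 higher and 2730 lower at 24 h, 4775 and 3235 at 48 h, and 5067 and 3453 at 72 h. For 72 h against 48 h quantile normalization gave 15 higher and 4 lower, and the percentile over probes above background on all arrays gave 3 probes.

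Array weights gave 18257, 20267, 17364 and 16738 probes against 0 h, 4173, 9565 and 15450 for the 3 steps, 17420 for 96 h against 24 h, 30071 sense and 20531 antisense over the time course, 9006 antisense and 3822 unannotated at 96 h, 353 opposite pairs and 1 gene set. A threshold of 0.01 gave 4647, 5745, 5401 and 4609 against 0 h, 0 for each of the first 2 steps (3865 and 2395 unadjusted), 1592 for 96 h against 72 h, 2114 for 96 h against 24 h, 6855 sense and 2509 antisense over the time course, 1707 antisense, 819 unannotated, 16 opposite pairs and 1 gene set. With only the compared groups in the model, and so fewer samples, the 3 steps gave 56, 6 and 2351 and 96 h against 24 h 3506. Without a filter on dim probes the first 2 steps gave 1 and 6. Over probes above background on all arrays they gave 20 and 6, with 2404 antisense probes at 96 h and 3705 over the time course, fewer probes being tested. With an estimated correlation camera called 0 gene sets and 14 families. The looser detection flag put the mean share of detected probes at 85.36% for sense and 76.96% for antisense.

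Leaving out each of the 15 samples in turn gave 5830 to 10903 probes at 24 h, 7030 to 11790 at 48 h, 7038 to 10040 at 72 h and 6109 to 9159 at 96 h against 0 h. The steps gave 0 to 329, 0 to 21 and 2018 to 5451, and 96 h against 24 h 2707 to 7963. Antisense probes at 96 h were 2550 to 4204, opposite pairs 24 to 66, unannotated 1149 to 1827, and over the time course 9533 to 14142 sense and 3841 to 7174 antisense. Gene sets were 1 to 3 (1 without 48 h or 96 h replicate 3), families 42 to 47, the correlation 0.625 to 0.734 (0.625 without 96 h replicate 3) and named calls 57 to 69. Signal over background limits dim probes, as 56.8% to 79.5% of spots were well above it.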

Other observations

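The tests of label exchange and of array brightness below were chosen only after the result was seen; the tests of other splits of the samples, of slide and of the sense and antisense slope were chosen beforehand.

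Other splits of the same samples bear on whether chance can be excluded. For each of 24, 48, 72 and 96 h against 0 h, and for 48 h against 24 h and 96 h against 72 h, the real grouping was the only 1 of the 10 splits of the 6 samples with a count of sense probes as large. The same held for antisense probes, for opposite pairs of sense and antisense probes and for unannotated transcripts at 96 h. In these results no other split gave more than 33 calls, but 10 splits alone are too few to exclude chance. For 72 h against 48 h, 2 of the 10 splits gave as many probes. Over the whole time course, 1 of 100 draws, the real one, gave as many sense probes (the highest other draw gave 449), and likewise 1 of 100 for antisense probes (127). For the listed gene sets 3 of 100 draws, the real one included, gave as many calls as the real 3 (highest other draw 4), and for the families 1 of 100 did (highest other draw 40, median 18). Chance was excluded for the sense probes, the antisense probes and the families as a whole, but not for each call. For the gene sets few draws gave as many calls, but 1 gave more than the real grouping, and chance was not firmly excluded. For the correlation of the 24 h and 96 h changes 20 of 100 draws gave a value as large, and chance was not excluded.

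Slide as the whole source of the differences was argued against where a difference could be taken within slides. Of 1000 probes chosen on arrays of other slides, 98.7% had the same sign within slide 5 for 72 h against 0 h (at most 76% over 100 draws of unchanged arrays), 98.6% for 96 h against 0 h (at most 75.8%) and 99.7% for 96 h against 72 h (at most 66.6%). For 24 h against 0 h, whose 24 h arrays all lie on slide 2, the probes were chosen on other arrays but not on other slides. Their share in a sum of differences within slides 2, 3 and 5, which removes an offset common to the arrays of a slide, was 87.1% (at most 81.8%). Slide may still have changed the number of calls.

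Replicates 3 of 48 h and 72 h were each closer on average to replicates 1 and 2 of the other time point. Across probes, 48 h replicate 3 correlated at 0.972 and 0.969 with 72 h replicates 1 and 2 and at 0.951 and 0.973 with its own group. In turn, 72 h replicate 3 correlated at 0.973 and 0.966 with 48 h replicates 1 and 2 and at 0.953 and 0.951 with its own. With each other, 48 h replicate 3 and 72 h replicate 3 correlated at 0.933. With that value counted, 72 h replicate 3 was still closer to the other time point, but 48 h replicate 3 was not. The split that exchanges both labels gave 2494 sense probes between the groups, against 14 with the labels as given. With array brightness as a covariate it gave 0 (limma), against 60 with the labels as given. The exchanged split parts the 3 dim from the 3 bright arrays, so that an exchange of labels and array brightness cannot be told apart for these samples. The slopes of probes on brightness within 48 h and 72 h correlated with those within the other 3 groups at 0.608 across probes, and 2 of 216 permutations of brightness, the real order included, gave a value as large. Array brightness is therefore a candidate explanation of the pattern, and the grouping of the labels was kept in every comparison.

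Pairs of a sense and an antisense probe were examined where the sense probe was past the threshold at 96 h. They changed in the same direction in 72% to 89.9% of pairs over 4 classes of sense level. The share expected if they were unrelated, 57.8%, was taken from the pairs with both probes past the threshold. It is therefore only a rough reference for these classes. Each class held 1013 or 1014 pairs, so that these values cover only a part of the 18741 transcripts with both probes tested. The slope of the antisense on the sense change at 96 h, less error, was 0.542 in the brightest class (95% interval 0.509 to 0.577) and 0.31 in the dimmest (0.268 to 0.354). That is consistent with some labelled product of the sense strand binding antisense probes. A dimmer antisense signal could also compress its changes, and transcription of both strands together was not tested.

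Probes designed on other species were mostly dark. Of 400 sense probes from Arabidopsis, 13 were well above background on every array and 272 on none, and 5 of the 47 tested differed between 96 h and 0 h. Of 31 sense probes from maize 3 were above background on every array and 23 on none, and of 25 from soybean 1 and 21.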
